# Cytochrome P450-Dependent Metabolism of Caffeine in *Drosophila melanogaster*

**DOI:** 10.1371/journal.pone.0117328

**Published:** 2015-02-11

**Authors:** Alexandra Coelho, Stephane Fraichard, Gaëlle Le Goff, Philippe Faure, Yves Artur, Jean-François Ferveur, Jean-Marie Heydel

## Abstract

Caffeine (1, 3, 7-trimethylxanthine), an alkaloid produced by plants, has antioxidant and insecticide properties that can affect metabolism and cognition. In vertebrates, the metabolites derived from caffeine have been identified, and their functions have been characterized. However, the metabolites of caffeine in insects remain unknown. Thus, using radiolabelled caffeine, we have identified some of the primary caffeine metabolites produced in the body of *Drosophila melanogaster* males, including theobromine, paraxanthine and theophylline. In contrast to mammals, theobromine was the predominant metabolite (paraxanthine in humans; theophylline in monkeys; 1, 3, 7-trimethyluric acid in rodents). A transcriptomic screen of Drosophila flies exposed to caffeine revealed the coordinated variation of a large set of genes that encode xenobiotic-metabolizing proteins, including several cytochromes P450s (CYPs) that were highly overexpressed. Flies treated with metyrapone—an inhibitor of CYP enzymes—showed dramatically decreased caffeine metabolism, indicating that CYPs are involved in this process. Using interference RNA genetic silencing, we measured the metabolic and transcriptomic effect of three candidate CYPs. Silencing of *CYP6d5* completely abolished theobromine synthesis, whereas *CYP6a8* and *CYP12d1* silencing induced different consequences on metabolism and gene expression. Therefore, we characterized several metabolic products and some enzymes potentially involved in the degradation of caffeine. In conclusion, this pioneer approach to caffeine metabolism in insects opens novel perspectives for the investigation of the physiological effects of caffeine metabolites. It also indicates that caffeine could be used as a biomarker to evaluate CYP phenotypes in *Drosophila* and other insects.

## Introduction

Caffeine (1, 3, 7-trimethylxanthine) is a typical purine alkaloid that is produced in a variety of plants, including coffee (*Coffea arabica*) and tea (*Camellia sinensis*) [1]. Caffeine is involved in plant chemical defense, acting as a repellent, pesticide and allelopathic agent [2–4]. With its psychostimulant, cardiac and diuretic effects, caffeine is one of the most widely used plant secondary metabolites, primarily as a food additive or an ingredient in drugs [5].

Various insect studies have revealed that caffeine can induce similar effects than in vertebrates: inhibition of feeding and sleep [6–8], increased heart rate [9], and mutagenic and mitotic action [10,11]. In insects in particular, caffeine can affect olfactory and visual associative learning, as demonstrated by studies conducted in honeybees [12]. Caffeine can also affect the reproductive (egg laying ability) [3,13,14] and dopaminergic systems, calcium exchange and potassium currents in the central nervous system of insects [15–17]. In Drosophila, the effect of caffeine was measured in regard to bitter taste-induced aversive behavior [18]. Caffeine induces similar repulsive effects to a male sex pheromone, as shown by both the male courtship behavior and the feeding response [19,20]. Several gustatory receptors sensitive to caffeine, such as Gr66a, Gr33a and Gr93a, were also characterized [19,21].

All of these effects may involve metabolites derived from caffeine, which could have, as in humans, their own biological activities [22–24]. Caffeine derivatives in the human liver, metabolized by the cytochrome P450 oxidase enzyme system (in particular by the CYP1A2 isoenzyme), include three major dimethylxanthine metabolites (paraxanthine, theobromine and theophylline) and one hydroxylated metabolite (1, 3, 7-trimethyluric acid) [25]. Paraxanthine is the predominant caffeine-derived metabolite in humans, but 1, 3, 7-trimethyluric acid and theophylline are the major metabolites found in rodents and monkeys, respectively [26–28].

Among the compounds known to induce toxic effects in *Drosophila melanogaster*, caffeine has been studied primarily in regard to its regulatory effect on detoxification enzymes. Exposure to caffeine enabled the identification of CYP enzymes involved in insecticidal or toxic host plant resistance and metabolism [29,30]. These studies led to a better understanding of insecticide resistance [31] and the regulation of CYP expression [32–34]. CYPs have also been proposed to interact in the metabolism of odorant compounds [35,36]. Cytochrome P450s make up a diverse and important gene super-family in all organisms. In insects, CYPs are known to catalyze a diverse range of chemical reactions important for both developmental processes and the detoxification of exogenous compounds. We focused on the *CYP12d1*, *CYP6a8* and *CYP6d5* genes, which showed the largest amplitude of variation in our initial tests. These enzymes were also selected because they belong to two of the four large clades of insect P450 genes: the CYP2 clade, the CYP3 clade (*CYP6a8*, *CYP6d5*), the CYP4 clade and the mitochondrial P450 clade (*CYP12d1*).

Interestingly, there have been few insect reports providing a global picture of the CYP-related metabolism of a xenobiotic compound. Our study takes into account the activity of the genes induced by xenobiotic compounds as well as the catalytic function of the coded enzymes leading to compound degradation. More specifically, we identified the metabolites of caffeine in *Drosophila melanogaster* and screened the “xenobiotic-metabolizing-enzyme genes” affected by caffeine exposure. Among the genes strongly impacted by caffeine exposure, three CYP candidates were silenced, the effects of which were measured on caffeine metabolism together with the coordinated variation of expression between the three CYPs.

## Materials and Methods

### Chemicals

Caffeine (58–08–2), Theobromine (83–67–0), Theophylline (58–55–9), Paraxanthine (611–59–6) and Metyrapone (54–36–4) were purchased from Sigma-Aldrich (St. Louis, MO, USA), and 1, 3, 7 trimethyluric acid (5415–44–1) from ChemCruz (Santa Cruz, CA, USA).

### Drosophila strains and rearing conditions

Flies were reared on a standard yeast/cornmeal/agar medium at 25°C on a 12L:12 D cycle. w^1118^ (y1 w+) and P{Act5C-GAL4}25FO1/CyO strains, identified as w^1118^ and *Actin*-GAL4, respectively, were obtained from the Bloomington stock center. All of the UAS-RNAi strains (ds*CYP12d1* (109256); ds*CYP6a8* (4884); ds*CYP6d5* (12139)) were purchased from the Vienna Drosophila Resource Center (stock ID indicated in parentheses). The UAS RNAi*CYP*/*Actin*-GAL4 system was used to target all tissues (with an *Actin*-GAL4 driver) potentially involved in the metabolism of caffeine and to inhibit (with UAS-RNAi*CYP*) the expression of the selected CYPs in the targeted tissues.

### Caffeine treatment and microarray analysis

Four-day-old adult males were starved for 12 hours in a vial containing a filter paper impregnated with water before being transferred to caffeine-rich medium (18 mM; Sigma-Aldrich) for 12 hours. Food mixed with water served as a control. Taking into account the studies reported by Le Goff G (2006), and Willoughby L, (2006) [29–52], we decided to expose adult male flies for 12 hours on an 18 mM caffeine-rich medium to obtain a trade-off between the optimal induction of CYP genes and the lower mortality for the flies. For each food treatment (caffeine and water), RNA was isolated from 10 fly bodies (thorax and abdomen) using Isol RNA Lysis reagent (5Prime). All samples were prepared in triplicate to permit statistical analysis. Probe labeling, hybridization to single color Agilent 4x44k arrays, scanning and statistical analysis were performed by the IMAXIO company. Genes showing a 2-fold change and a significant p-value < 0.05 were considered to be differentially expressed. Microarray data obtained from this study can be accessed at NCBI GEO (GSE59084).

### RNA extraction and RT-qPCR

Total RNA was extracted from 10 fly bodies using Isol RNA Lysis reagent (5Prime) and treated with RNAse-free DNAse (Euromedex) to avoid genomic DNA contamination. Total RNA (1 μg) was reverse-transcribed using the iScript cDNA Synthesis Kit (BioRad). The qPCR reactions were carried out using a MyIQ (BioRad) and the IQ SYBR Green SuperMix (BioRad). Each reaction was performed in triplicate and all results were normalized to the tubulin and rp-49 mRNA levels and calculated using the ∆∆Ct method.

The following forward and reverse primers were used: *tubulin* TGTCGCGTGTGAAACACTTC and AGCAGTAGAGCTCCCAGCAG; *rp-49* CCCAAGGGTATCGACAACAG and GTTCGATCCGTAACCGATGT; *cyp12d1p* TTAGCTTGTTCATGTGCC and ATTTACGTGGGTCCCGTTC; *cyp6a8* GGCTGAGGTGGAGGAGGT and CGATGACGAAGTTTGGATGA; *cyp6d5* AAGCAACTGCCTGCGAAC and CAATAATGTCGATGGCGTATGT. For each gene, primer efficiency was calculated: *tubulin* (1.90), *rp-49* (2.00), *cyp12d1p* (1.98), *cyp6a8* (1.92); *cyp6d5* (2.00) [37].

### Western-blot

Protein extracts were prepared from male adult flies. Equal amounts of protein were separated on a 4–15% SDS-polyacrylamide gel (Bio-Rad) and blotted using standard procedures. The membrane was incubated with a polyclonal anti-CYP6d5 (1/5000, Proteogenix) and a specific antibody against Actin (1/2000, Abcam) was used for loading controls.

### Caffeine exposure

Four-day-old male adult flies, starved for 12 hours under humid conditions and pre-exposed for 12 hours to a caffeine-rich medium (18 mM), were placed under humid conditions for 3 hours and transferred, without anesthesia, into a MultiCAFE device [38]. Briefly, pre-exposed individuals were transferred into a box containing 4 capillaries filled with a red dye used for further quantification (0.2 mg/mL sulforhodamine, Sigma-Aldrich), 100 mM sucrose (Euromedex) and 0.04 μM radiolabeled caffeine (8–^14^C, Bio trend, 3.7.10^3^ Bq/μL). Flies were fed in the dark for 2 hours at 27°C under high humidity (>60%).

For the metyrapone experiment (Fig. 1B), the 4 capillaries were filled with 100 mM sucrose and 0.04 μM radiolabeled caffeine, as well as 25 mM metyrapone (Sigma-Aldrich).

**Fig 1:**
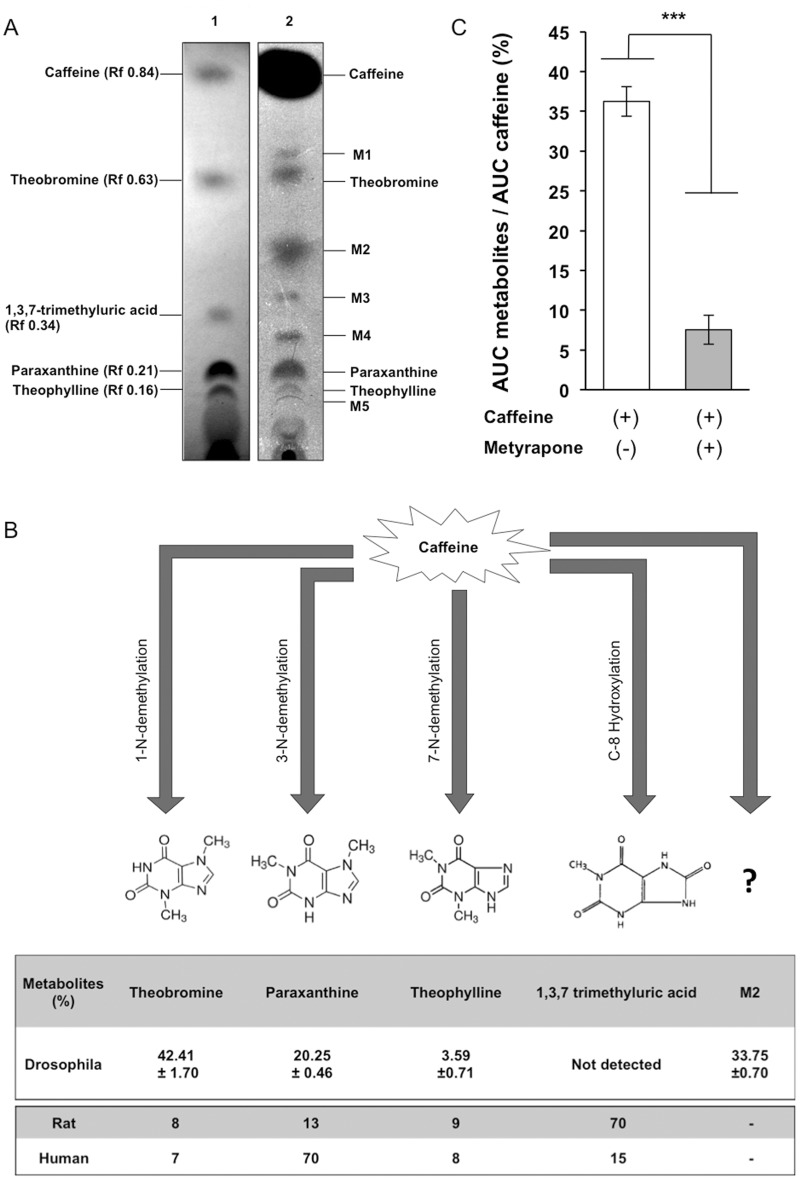
Caffeine metabolism in *Drosophila melanogaster* and the influence of cytochrome P450 inhibitor. A- Separation of non-radiolabeled standards of caffeine and metabolites (lane 1) with a homogenate of wild-type four-days-old *Drosophila* male flies (w^1118^) exposed with radiolabeled caffeine for 2 hours (lane 2) on thin layer chromatography. B- The total amount of caffeine derived metabolites was strongly decreased in the body of male flies after exposure to caffeine mixed with metyrapone (+), as compared to control food (-). The amounts were evaluated by densitometry which is based on the comparison of the areas under the curve (AUC) for both metabolites and caffeine. Bars indicate the mean values (±s.e.m.). Significant differences are indicated by asterisks (Student’s t-test *** p < 0.001; n = 3). C- Interspecific variation for the level of major caffeine metabolites. The proportions of theobromine, paraxanthine and theophylline and of the unidentified M2 metabolite detected in fly bodies after caffeine exposure (18mM) are indicated as the mean (±s.e.m.; n = 4). In *Drosophila melanogaster*, these amounts were evaluated by measuring the relative intensity of the radiolabelled signal associated with each metabolite after thin layer chromatography separation. The proportion of these compounds detected in *Drosophila melanogaster* was compared with that reported for *Rattus norvegicus* and *Homo sapiens* [25–28].

### Radioactive caffeine and thin layer chromatography (TLC)

We initially performed mass spectrometry analysis to identify caffeine metabolites but faced technical problems, including low metabolism recording and matrix effect on mass detection, which led to a lack of reproducibility (with four attempts). If a similar experiment is never reported in insects, it may be partly because xenobiotic metabolic activity can be inhibited by endogenous compounds present in homogenates [40,41]. This was the reason for the development of a radiolabeled TLC method.

Exposed flies with red-dye-colored abdomens were pooled into groups of 50, homogenized with 150 μL of lysis buffer (Tris 0.1 M, 0.1% SDS, 20% glycerol, 10% protease inhibitor), and centrifuged for 5 min at 16000 g. An aliquot of the supernatant (5 μL) was mixed with scintillation liquid, and the radioactivity was counted with a Tri-Carb 3110TR scintillation counter (PerkinElmer). A similar amount of each sample, or radiolabeled caffeine alone (positive control), was directly applied to a thin layer chromatography plate (Nano-SIL NH2/UV, Macherey-Nagel). The mobile phase used for the separation was composed of chloroform, dichloromethane and isopropanol (v/v/v 4:2:1). After migration, the plate was autoradiographed. The total amount of radiolabeled caffeine-derived metabolites was quantified by densitometry and normalized to non-metabolized caffeine using ImageJ (Software, NIH, Bethesda, MD, USA). Each experiment was conducted in triplicate for appropriate statistical analysis.

### Statistical analyses

For qPCR, transcript level ratios were compared between strains using the Relative Expression Software Tool (REST, REST-MCS beta software version 2) with 2000 iterations [39]. For the radioactivity assay, the amount of caffeine metabolites was compared between control strains and transgenic or treated flies. Normal distribution and homoscedasticity of the variances were checked. In two-group comparisons, Student’s t tests were performed for parametrically distributed data. When more than two groups were compared, ANOVA was performed for parametrically distributed data using R software.

## Results

### Caffeine metabolism

*Drosophila melanogaster* adult males fed with radiolabeled caffeine for 2 hours produced eight caffeine-derived metabolites. These metabolites were distinctly separated by thin layer chromatography (Fig. 1A-lane 2) and additionally identified based on their physical characteristics (retention factors = RFs) compared to commercially available compounds (Fig. 1A-lane 1). The pattern of *Drosophila* caffeine-derived metabolites was compared with that observed in mammals, in which caffeine degradation generally yields four primary metabolites: theobromine, 1, 3, 7-trimethyluric acid, paraxanthine and theophylline (RFs: 0.63, 0.34, 0.21, 0.16, respectively) (Fig. 1A-lane 1).

The pattern of caffeine-derived metabolites in mammals partially overlapped with that obtained in *Drosophila melanogaster*. Notably, theobromine, paraxanthine and theophylline were found in both human and flies. Five additional metabolites detected remain unidentified (M1–M5; Fig. 1A-lane 2). However, the relative amount of caffeine metabolites diverged between *flies*, rat and human (Fig. 1B). While the caffeine ingested by Drosophila was metabolized into 42% theobromine, 20% paraxanthine, and 4% theophylline, mammals produced much less theobromine and slightly more theophylline. Humans also produced more paraxanthine than the two other species. The presence of the M2 metabolite (34%) in Drosophila did not match the mammalian standard metabolite tested. Reciprocally, 1, 3, 7-trimethyluric acid was detected in mammals, but apparently not in Drosophila.

### Genes induced by caffeine exposure

Next, we screened for xenobiotic-metabolizing-enzyme genes (XMEs) induced by caffeine exposure. We carried out a microarray experiment (with a Drosophila pangenomic array on flies exposed or not exposed to caffeine). 

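Of 12136 genes measured in male bodies, 366 were up-regulated and 1012 were down-regulated after 12 hours on food with 18 mM caffeine. Without the fold threshold, 4570 genes were higher and 3820 were lower. The higher count was 210 with normexp background correction (828 lower) and 614 with transcripts without a gene name counted as genes (1313 lower), an alternative added after the data were seen. The 3 samples on caffeine lay entirely above or below the 3 control samples for 9036 genes (74.5%, where chance gives 10%), among them 1373 of the 1378 genes that passed both thresholds. Each sample was RNA from the thorax and abdomen of 10 males of the W1118 strain, aged 4 days, starved for 12 hours and then fed for 12 hours, and the labels describe separate experiments on different flies. The RNA was labelled with Cy3 and hybridized to single color Agilent arrays, 1 array per sample, and the authors' deposited files hold the intensity of each spot as Agilent Feature Extraction 10.1 wrote it. The 75th percentile of the processed signal lay between 2498 and 3025, 71.6% to 79.0% of the spots were well above background, and the median signal was 15.6 to 23.2 times the median background. The log2 of each signal was set relative to the 75th percentile of its array, spots marked as outliers were left out, and a gene was represented by its brightest probe among those well above background on at least 3 of the 6 arrays. Genes were tested with limma, and a gene was called up- or down-regulated at a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 2-fold. The paper's text names no normalization, and the number of arrays limits the precision.
The arrays came from 2 slides, with control replicates 1 and 2 on slide 1 and control replicate 3 with all 3 caffeine replicates on slide 2. With the slide as a block, 356 genes were higher and 948 lower, and 1129 of the 1378 genes were called again. On slide 2 alone, a comparison added after the data were seen, 360 were higher and 932 lower, and 1120 of the genes were called again. That slide holds 1 control sample, so the spread there comes from the caffeine samples alone, and the control is assumed to vary like them. Heads were not part of the samples, but the signal of 19 photoreceptor genes differed between arrays of both groups. Relative to each gene's mean over the 6 arrays, their median per array was -2.15, 1.02 and 1.60 on the log2 scale in the controls and -0.08, -2.80 and 2.58 after caffeine.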

Interestingly, several genes belonging to all major classes of detoxification enzymes, including XMEs, were among those that were the most highly induced (Tables 1 and 2). 

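Of the 100 genes with the largest rises among those that passed the test, 9 belonged to the CYP, GST, UGT, ABC transporter or carboxylesterase families, and 1.72 would be expected from the 209 family members among the genes tested. The CYPs, monooxygenases of phase I, gave 5 of them, with *CYP12d1-p* ranked 3, *CYP12d1-d* ranked 5, *CYP6a8* ranked 6, *CYP6d5* ranked 59, and *CYP4p1*. The GSTs, which conjugate glutathione to xenobiotics, gave 3 (*GSTD6*, *GSTE1* and *GSTD5*), and the ABC transporters, membrane pumps, gave 1 (*CG8908*). No UGT and no carboxylesterase was among the 100. The odds ratio was 5.85 (95% confidence interval 2.56 to 11.8, adjusted p = 0.000165 from a two-sided Fisher's exact test, 3 tests adjusted together), 8.62 for the CYPs (adjusted p = 0.000676 from the same exact test) and 3.91 for the 4 other families (adjusted p = 0.023 from the same exact test). Genes are not independent replicates, so these p-values describe the list. The probes of *CYP12d1-p* and *CYP12d1-d* match transcripts of both genes, so these 2 of the 9 may share signal. With the slide as a block the odds ratio for all families was 5.12, and on slide 2 alone it was 4.41.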

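Of 78 CYP genes tested, 12 were up-regulated, 10 were down-regulated and 56 did not pass the test, with the same counts when adjusted over the list alone. The up-regulated genes were led by *CYP12d1-p*, which rose 21.2-fold (log2 fold change 4.41, SE 0.14, adjusted p = 3.1e-05 from limma, n = 3 samples per group), *CYP12d1-d*, which rose 19.4-fold, *CYP6a8*, which rose 13.4-fold (log2 fold change 3.74, SE 0.26), and *CYP6d5*, which rose 3.43-fold (log2 fold change 1.78, SE 0.11). *CYP4p1* (2.93-fold), *CYP12a5* (2.40-fold), *CYP6a9* (2.37-fold) and *CYP6a20* (2.29-fold) rose less. The 12th was *shd* (2.77-fold, adjusted p = 0.000153 from limma), which encodes the mitochondrial monooxygenase that converts ecdysone to 20-hydroxyecdysone and is not among the 21 genes of Table 1. All 11 higher and 10 lower genes of Table 1 passed the test in these directions, and for each of them the 3 caffeine samples lay on one side of the 3 control samples (exact permutation test, two-sided p = 0.1, the smallest that 3 samples against 3 allow). The probe for each of *CYP12d1-p* and *CYP12d1-d* matches transcripts of both genes, so their separate values are uncertain. As counted with the slide as a block, 11 CYPs were higher and 10 lower, and on slide 2 alone 11 and 9. Both left *CYP304a1* (log2 fold change 0.89) and *CYP6a20* (0.96) under the 2-fold threshold, and on slide 2 alone, with its 1 control sample, *CYP313a3* stayed past 2-fold with an adjusted p of 0.0851 from limma.

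**Figure D1:**
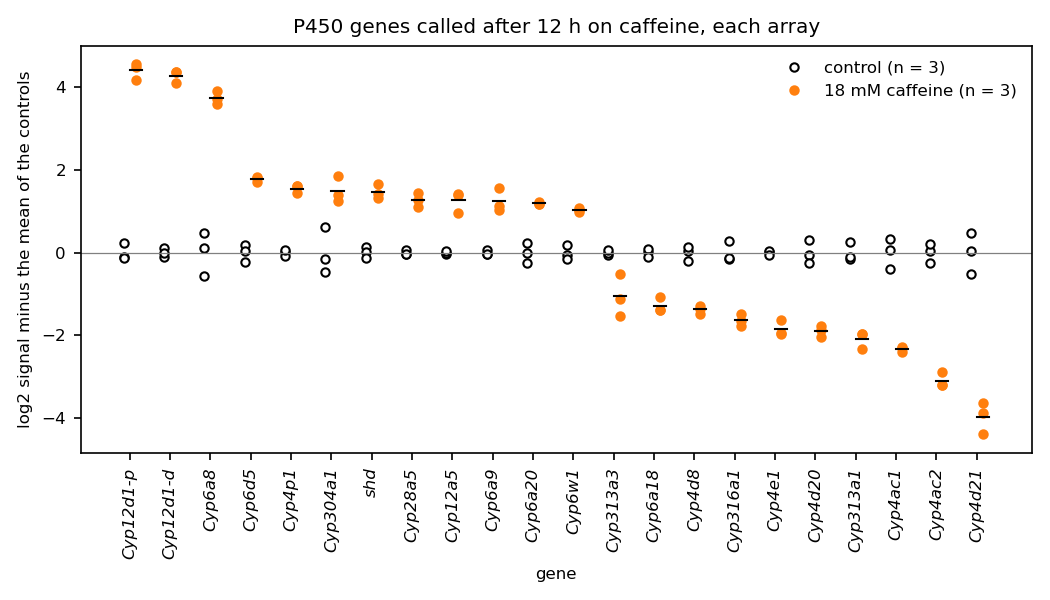
Signal of the 22 CYP genes called after caffeine on each of the 6 arrays, as the log2 signal (vertical axis) minus the mean of the 3 controls, with genes along the horizontal axis. Open points are control samples, filled points are samples on 18 mM caffeine and short lines are the means of the latter, which run from 4.41 for *CYP12d1-p* to -3.96 for *CYP4d21*.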

Among XME genes, several CYPs were up-regulated (including *CYP12d1*, *CYP6a8* and *CYP6d5*), whereas others were down regulated (Table 1). 

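The up-regulated CYPs lay mostly outside the CYP4 clade. Of 34 genes of the CYP3 clade tested, which holds the CYP6 and CYP28 families, 6 were higher and 1 was lower. Of 11 genes of the mitochondrial clade, which holds the CYP12 family and *shd*, 4 were higher and none was lower. Of 30 genes of the CYP4 clade 1 was higher and 9 were lower, and of 3 genes of the CYP2 clade 1, *CYP304a1*, was higher (2.83-fold, SE 0.30 on the log2 scale) and none was lower. These counts did not change when adjusted over the list alone. Camera, which tests the shift of a list against all other genes, gave no clade an adjusted p under 0.05, with an estimated or a preset correlation (estimated: adjusted p = 0.701 for CYP3, 0.711 for mitochondrial, 0.657 for CYP4 and 0.797 for CYP2). *CYP28a5* rose 2.43-fold and *CYP6w1* rose 2.05-fold (adjusted p = 0.000282 from limma). Among the 11 up-regulated genes of Table 1, the paper lists 4 as raised by phenobarbital (*CYP12d1-p*, *CYP6a8*, *CYP6d5* and *CYP6w1*) and 4 as raised by atrazine (*CYP12d1-p*, *CYP6d5*, *CYP304a1* and *CYP6w1*). *CYP6w1* fell under the 2-fold threshold with each array scaled to its median (log2 fold change 0.99), with array weights and without control replicate 3 (0.96).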

Remarkably, all induced CYPs were already known to be inducible by a broad range of compounds, such as phenobarbital or the herbicide atrazine (Table 1). 

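The 10 down-regulated CYPs were *CYP6a18* of the CYP3 clade and 9 genes of the CYP4 clade. *CYP4d21*, a gene also known as sex-specific enzyme 1, fell most, 15.6-fold (log2 fold change -3.96, SE 0.29, adjusted p = 0.000131 from limma, n = 3 samples per group), followed by *CYP4ac2* (8.55-fold) and its neighbor *CYP4ac1* (5.00-fold). Table 1 marks 6 of the 10 as repressed by paraquat, and these fell 2.42-fold (*CYP6a18*), 3.59-fold (*CYP4e1*), 3.72-fold (*CYP4d20*), 4.21-fold (*CYP313a1*) and, for *CYP4ac2* and *CYP4d21*, by the folds above. The 4 without this mark fell too, *CYP313a3* 2.07-fold, *CYP4d8* 2.58-fold, *CYP316a1* 3.11-fold and *CYP4ac1* as given. Of the up-regulated genes, Table 1 lists *CYP6d5*, *CYP4p1*, *CYP28a5*, *CYP6a20* and *CYP6w1* as raised by paraquat. On slide 2 alone the log2 fold changes of *CYP4d21*, *CYP4ac2* and *CYP4ac1* were -3.45, -2.85 and -1.93. With normexp background correction *CYP313a3* (log2 fold change -0.42) and *CYP316a1* (-0.57) were no longer called. Without caffeine replicate 3 *CYP313a3* (-0.82) fell under the 2-fold threshold.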

In a similar manner, several CYPs known to be repressed by paraquat, a compound known to induce stress by producing reactive oxygen species, were also down-regulated by caffeine [42] (Table 1). Our screen also found several other major detoxification enzymes known to be regulated by different xenobiotics (Table 2).

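Most of the other detoxification genes that changed were down-regulated, as were most of the genes called on the arrays (366 higher and 1012 lower). Of 37 GSTs tested, 3 were higher, 8 were lower and 26 did not pass the test. *GSTD6* rose 4.01-fold (log2 fold change 2.00, SE 0.34, adjusted p = 0.00211 from limma), *GSTE1* 3.73-fold and *GSTD5* 3.05-fold, whereas *GstD11* fell 4.08-fold, *GSTE10* 3.78-fold and *GstZ1* 3.26-fold. Of 30 UGTs, which conjugate sugars to lipophilic compounds, 1 was higher and 7 were lower, the latter led among the genes of Table 2 by *Ugt37b1* (3.47-fold) and *CG30438* (3.38-fold). The higher one, *CG6475*, was not well above background on any control array and was at least 1.33-fold higher after caffeine. This bound was not tested, and the call rests on the fitted log2 fold change of 1.20 (adjusted p = 0.0111 from limma). The bound sets the caffeine mean against, per control array, the larger of the probe's own signal and the lowest signal well above background. Of 49 ABC transporters 1 was higher, *CG8908* (3.33-fold), and 4 were lower, led by *CG33970* (3.08-fold), and of 15 carboxylesterases none was higher and 4 were lower, among them *Alpha-Est2* (4.11-fold) and *Est-6* (3.03-fold), an esterase that is also a seminal fluid protein. *CG6850* (2.56-fold lower), listed in Table 2 as a UGT, is *Uggt*, a glucosyltransferase of glycoprotein folding in the endoplasmic reticulum, and was not counted among the 30. All 25 genes of Table 2 passed the test, 5 higher and 20 lower, and the counts per family did not change when adjusted over the list alone. Camera gave none of these 4 families an adjusted p under 0.05 with an estimated correlation. With a preset correlation the UGTs were lower (adjusted p = 0.00534; adjusted p = 0.588 with an estimated correlation).
The slide-blocked higher and lower counts were 3 and 7 for GSTs, 0 and 6 for UGTs, 2 and 6 for ABC transporters and 0 and 5 for carboxylesterases. On slide 2 alone they were 2 and 6, 0 and 6, 2 and 5, and 0 and 4. The call of *CG6475* was lost with the slide as a block (log2 fold change 0.77) and without control replicate 1 (0.84), *GstE12* (-0.98) fell under the 2-fold threshold with the slide as a block, and *CG4562* did without caffeine replicate 1 (-0.91). Against the 1 control sample of slide 2, *GSTD6* (log2 fold change 1.56, adjusted p = 0.0607 from limma) and *GSTD10* (-1.16, adjusted p = 0.0697) stayed past 2-fold but not past the test. Normexp ended the calls of *CG6475* (0.26), *CG4562* (-0.97) and *CG31792* (-0.83).

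**Figure D2:**
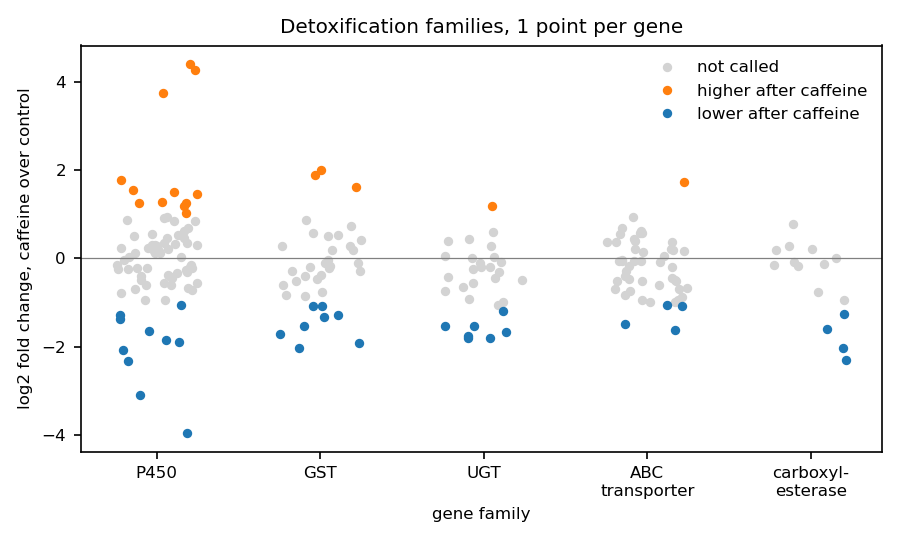
Log2 fold change after caffeine (vertical axis, mean of 3 samples minus mean of 3 controls) of each gene of 5 detoxification families (horizontal axis), with colors for genes that were called higher or lower and grey for genes that were not. The P450 points reach from 4.41 to -3.96. In the other families the lower calls outnumber the higher ones, as they do over all genes tested (1012 lower and 366 higher).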

**Table 1:** Expression of CYP genes in *Drosophila melanogaster* after caffeine exposure.

Gene name	Microarray	P value	Quantitative PCR	P value	Regulation by other compounds ^a^
	Up or down (-) regulation		Up or down (-) regulation		(+) up-expression or
					(-) down-expression
CYP12d1-p	21.41	1.7E-3	15	1.0E-3	+ (phenobarbital, atrazine, piper nigrum, piperonyl butoxide, pyrethrum, ethanol, DDT, chlorpromazine)
CYP12d1-d	19.55	1.5E-3	15	1.0E-3	
CYP6a8	13.48	3.2E-3	20.5	1.0E-3	+ (phenobarbital, piper nigrum, ethanol, DDT, chlorpromazine)
CYP6d5	3.46	2.6E-3	11.8	1.0E-3	+ (phenobarbital, atrazine, piper nigrum, piperonyl butoxide, paraquat, cadmium, ethanol, zinc, rotenone)
CYP4p1	2.95	1.9E-3	2.1	1.0E-2	+(paraquat, tunicamycin, piperonyl butoxide, ethanol, cadmium, rotenone)
CYP304a1	2.85	2.9E-2	2.1	5.0E-2	+(atrazine)
CYP28a5	2.45	3.0E-3	Nd	nd	+(paraquat, tunicamycin, ethanol, rotenone)
CYP12a5	2.42	5.0E-3	3.5	1.0E-2	+(cadmium, ethanol, rotenone)
CYP6a9	2.39	6.3E-3	3.9	1.0E-2	+(ethanol, rotenone)
CYP6a20	2.30	5.0E-3	2.0	1.0E-2	+(cadmium, copper, paraquat)
CYP6w1	2.06	4.2E-3	Nd	nd	+(phenobarbital, atrazine, piper nigrum, piperonyl butoxide, cadmium, zinc, ethanol, paraquat)
CYP313a3	-2.05	4.4E-2	Nd	nd	-
CYP6a18	-2.39	3.8E-3	Nd	nd	-(paraquat)
CYP4d8	-2.55	3.3E-3	Nd	nd	-
CYP316a1	-2.81	3.9E-3	Nd	nd	-
CYP4e1	-3.55	2.2E-3	Nd	nd	-(paraquat), +(tunicamycin)
CYP4d20	-4.20	2.6E-3	-2.3	1.0E-3	-(paraquat, phenobarbital)
CYP313a1	-4.29	3.6E-3	-5.3	1.0E-3	-(paraquat, phenobarbital), + (tunicamycin)
CYP4ac1	-4.95	3.5E-3	-3.5	1.0E-3	+(endosulfan)
CYP4ac2	-9.61	3.5E-3	-3.0	1.0E-3	-(paraquat)
CYP4d21	-15.43	3.5E-3	-9.8	1.0E-3	-(paraquat, phenobarbital)

Adult males were exposed to 18mM caffeine during 12 hours.

^a^ Data extracted from the following references [42], [32], [55], [56], [57], [52], [34], [58], [59], [60] and from RNAseq experiments referenced in modENCODE treatment expression data in Flybase (http://www.flybase.org).

**Table 2:** Expression of major detoxification genes in *Drosophila melanogaster* after caffeine exposure.

Gene name	Up (+) or down (-) regulation	P value	Regulation by other compounds ^(a)^
Esterase			
Alpha-Est7	-2.74	2.2E-3	Rotenone, ethanol, cadmium
Est-6	-3.00	3.1E-3	Paraquat, ethanol, heat shock, zinc
Alpha-Est2	-4.06	2.9E-3	-
Glutathione-S-transferase			
GSTD6	4.05	8.4E-3	Rotenone, ethanol
GSTE1	4.04	3.3E-4	Paraquat, ethanol, heat shock, phenobarbital, cadmium
GSTD5	3.08	6.7E-3	Ethanol, cadmium
GstE12	-2.09	1.1E-4	Heat shock, cadmium, ethanol, rotenone, copper, paraquat
GSTD10	-2.40	2.3E-2	Heat shock, cadmium, ethanol, rotenone, atrazine
GSTE9	-2.46	1.8E-3	paraquat
GSTD8	-2.84	6.8E-3	-
GstZ1	-3.22	1.9E-4	copper
GSTE10	-3.74	2.2E-3	-
GstD11	-4.04	2.5E-3	-
UDP-glycosyltransferase			
CG6475	2.58	1.9E-02	-
CG4302	-2.28	5.5E-04	ethanol
CG6850	-2.59	3.6E-05	-
Ugt35b	-2.86	2.5E-05	-
CG17322	-2.87	1.6E-03	cadmium
CG30438	-3.34	2.4E-04	-
Ugt37b1	-3.43	2.3E-05	-
ATP-binding cassette transporter			
CG8908	3.36	1.7 E-3	-
CG4562	-2.04	8.6 E-3	-
CG31792	-2.09	3.5 E-3	-
CG9664	-2.77	3.4 E-3	-
CG33970	-3.05	1.7 E-3	-

Adult males were exposed to 18mM caffeine during 12 hours.

^(a)^ according to data available from RNAseq experiments referenced in modENCODE treatment expression data in Flybase (http://www.flybase.org), [57], [52].

### Pharmacological and genetic silencing of CYP: effect on caffeine metabolism

Given that the expression of several CYP genes was significantly modulated after caffeine exposure, we tested the effect of metyrapone, a general CYP inhibitor [35]. 

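Under the test without a fold threshold, 30 of the 78 CYP genes were higher and 29 lower after caffeine, so that the smaller changes also ran both ways. No shift of the family as a group was detected. Its median log2 fold change was 0.077 and its mean 0.057, 41 genes lay above 0 and 37 below, and camera gave an adjusted p of 0.995 with an estimated correlation, with its statistic on the lower side although both averages are above 0. The mixed test of fry, on whether the genes of a list change in either direction, gave an adjusted p of 1.8e-05, and this does not compare the CYPs with other genes. Camera with the slide as a block gave an adjusted p of 0.960, and on slide 2 alone 0.987.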

Male flies fed for 2 hours with the “caffeine + metyrapone” mixture produced much less caffeine metabolites in their body than controls (Fig. 1C). Furthermore, we manipulated the expression of several CYP candidate genes by using the GAL4/UAS-RNAi binary system. In particular, a ubiquitously expressed driver (*Actin*-GAL4), allowed us to separately target the RNAi of three CYP candidates (ds*CYP12d1*, ds*CYP6a8* and ds*CYP6d5*) that were highly up-regulated after caffeine exposure (Table 1). 

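The 3 candidate genes were higher in each caffeine sample than in each control sample. In log2 units relative to the 75th percentile of the array, *CYP12d1-p* was at 2.18 ± 0.21 (SD, n = 3) after caffeine and -2.22 ± 0.21 (SD, n = 3) in controls, and *CYP12d1-d* at 3.75 ± 0.16 (SD, n = 3) and -0.53 ± 0.11 (SD, n = 3). *CYP6a8* was at 4.80 ± 0.16 (SD, n = 3) after caffeine and 1.06 ± 0.53 (SD, n = 3) in controls. *CYP6d5* was at 6.26 ± 0.07 (SD, n = 3) after caffeine and 4.48 ± 0.21 (SD, n = 3) in controls. The adjusted p-values from limma were 1.5e-05 for *CYP12d1-d*, 0.000108 for *CYP6a8* and 9.0e-05 for *CYP6d5*. On release 5 of the genome (dm3), the probes lie on chromosome 2R from 7007955 to 7008014 (*CYP12d1-p*), from 7011376 to 7011435 (*CYP12d1-d*) and from 10774861 to 10774920 (*CYP6a8*), and on chromosome 3R from 9857135 to 9857194 (*CYP6d5*). On slide 2 alone, and with the slide as a block, the log2 fold changes were 4.54, 4.28, 4.31 and 2.01 in the same order. Signals of different probes are not comparable with each other.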

Given the simultaneous up-regulation of these three CYP genes by caffeine, we also measured their potential interaction and coordinated regulation.

First, ubiquitous silencing of *CYP6d5* strongly altered the production of two caffeine-derived metabolites in caffeine-exposed male flies: the production of theobromine was dramatically decreased, whereas M2 was significantly increased (in ds*CYP6d5/Actin*-GAL4). This effect was specifically due to *CYP6d5* silencing because no such variation was detected in the two transgenic controls (*Actin*-GAL4/+ and ds*CYP6d*5/+). Fig. 2A shows that the paraxanthine and theophylline levels did not differ between the RNAi-targeted and control strains. The silencing efficiency of ds*CYP6d5*, measured by RT-qPCR in the body of male adult flies, was measured not only on the expression of *CYP6d5* but also of *CYP12d1* and *CYP6a8* genes (Fig. 2B). The mRNA level of *CYP6d5* was strongly decreased (-95%) in ds*CYP6d5*/*Actin*-GAL4 strain, whereas the expression level of two other CYPs remained unaffected. Moreover, the level of the CYP6D5 protein was strongly decreased in ds*CYP6d5*/*Actin*-GAL4 males compared to transgenic control males as demonstrated by western blot (Fig. 2C).

**Fig 2:**
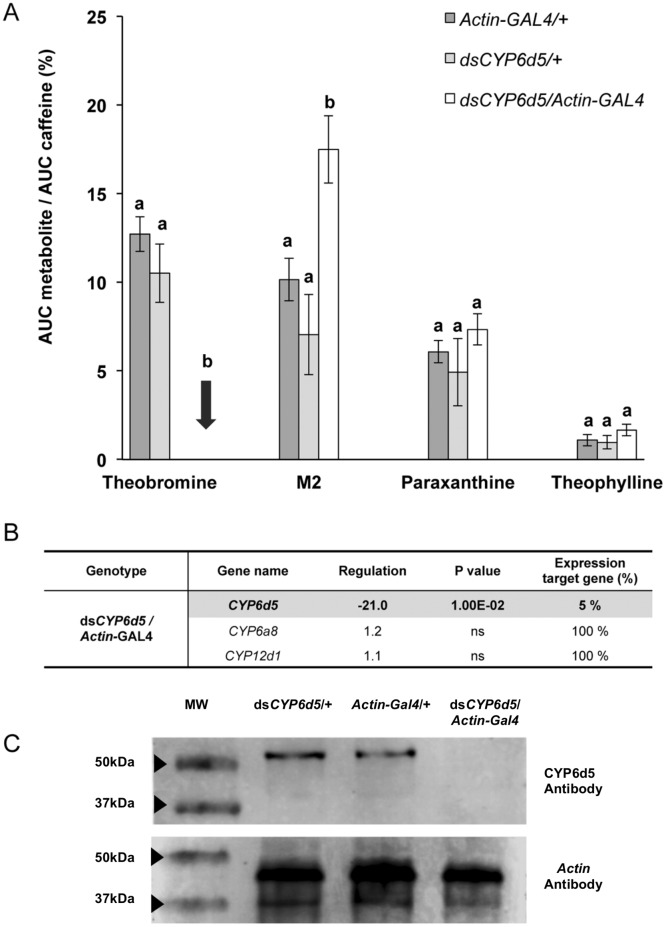
Effect of *CYP6d5* knockdown in Drosophila caffeine metabolism. A- The comparison of the normalized quantities of caffeine metabolites reveals a dramatic decrease of theobromine combined with a substantial increase of M2 in *CYP6d5* silenced flies (ds*CYP6d5*/*Actin*-GAL4) compared to the two transgenic parental controls (*Actin*-GAL4/+, ds*CYP6d5*/+). This analysis was performed by measuring the relative intensity of the radiolabelled signal detected in the bodies of male flies of these three genotypes. Bars represent mean values (±s.e.m). For each metabolite, the statistical differences are indicated by different letters (ANOVA, n = 4). B- CYP genetic targeting induces specific effect on transcript levels. The comparison of fold change expression between *CYP12d1*, *CYP6a8* and *CYP6d5* (measured with RT-qPCR) reveals that only *CYP6d5* level was affected in silenced *CYP6d5* males (ds*CYP6d5*/*Actin*-GAL4) (Statistical analysis by REST, p < 0.01; n = 3). Data are given relatively to normalized expression fold variation compared to controls. C- Comparison of expression level of CYP6D5 protein in experimental and control genotypes by western blotting with a CYP6D5 antibody. The Actin antibody was used to provide a control measurement.

The ubiquitous silencing effects of *CYP12d1* and *CYP6a8* on metabolism and transcription were also similarly assessed.

Caffeine-exposed ds*CYP6a8*/*Actin*-GAL4 males produced much more theobromine, M2 and theophylline compared to transgenic controls (*Actin*-GAL4/+, ds*CYP6a8*/*+;* Fig. 3A). In ds*CYP6a8*/*Actin*-GAL4 flies, the mRNA level of *CYP6a8* was significantly decreased (-90%), whereas the transcription of *CYP12d1* and *CYP6d5* was not affected (Fig. 3B).

**Fig 3:**
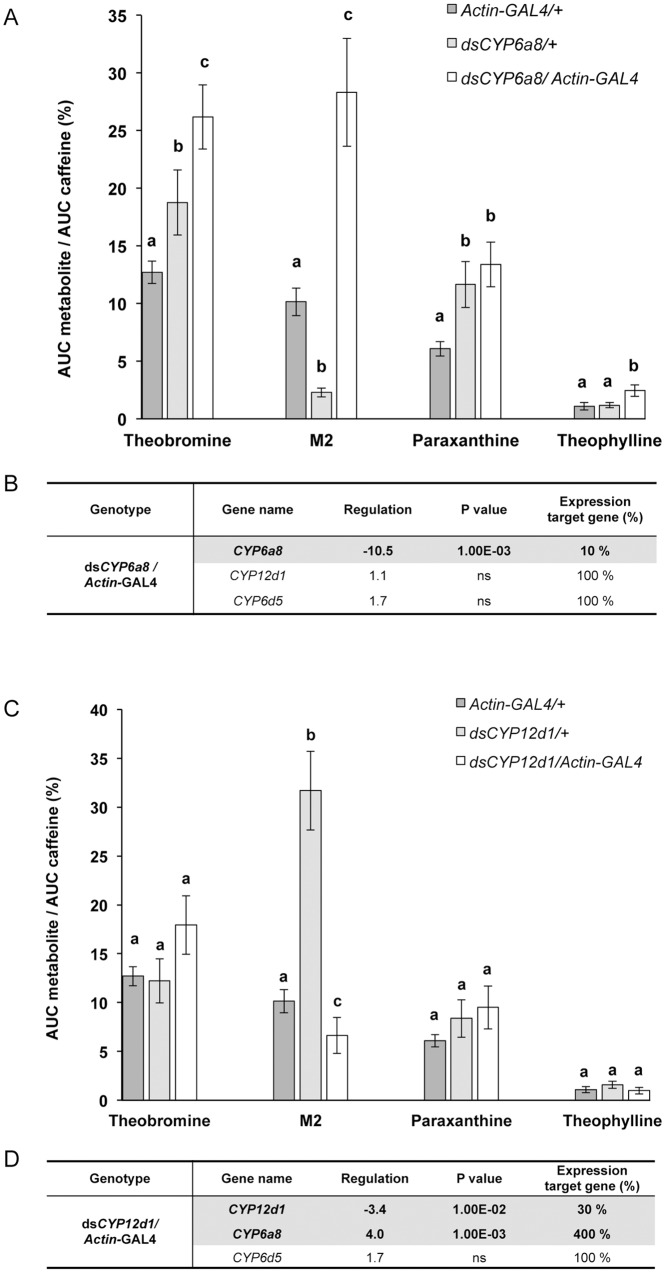
Influence of *CYP6a8* and *CYP12d1* genetic silencing in the metabolism of caffeine and gene expression. A and C: Comparison of normalized quantity of caffeine metabolites in males with respective silencing of *CYP6a8* and *CYP12d1* genes. The relative amount of metabolites was evaluated based on the intensity of the radiolabelled signal detected in the male bodies of experimental genotypes (ds*CYP6a8*/+ and ds*CYP12d1*/+ combined with *Actin*-GAL4/+) and transgenic controls. Bars represent mean values (±s.e.m.). For each metabolite, the statistical differences are indicated by different letters (ANOVA, n = 3). B and D: Comparison of fold change expression of *CYP12d1*, *CYP6a8* and *CYP6d5* in ds*CYP6a8*/*Actin*-GAL4 and ds*CYP12d1*/*Actin*-GAL4, respectively, and their transgenic controls. The quantitative variation of transcript level was measured with RT-qPCR analysis. Data are shown as normalized expression fold variation compared to controls. Highlighted data indicate statistical differences (p < 0.01; n = 4). For detailed methods and statistics, please refer to legend of Fig. 2.

ds*CYP12d1*/*Actin*-GAL4 males fed with caffeine only showed a significant decrease of the M2 metabolite compared to controls (*Actin*-GAL4/+, ds*CYP12d1*/+; Fig. 3C). Moreover, if the mRNA level of *CYP12d1* was significantly decreased in ds*CYP12d1*/*Actin*-GAL4 males (-70%), the expression level of *CYP6a8* was strongly increased (+400%), whereas *CYP6d5* expression remained affected (Fig. 3D).

## Discussion

While the metabolism of caffeine has been extensively investigated in vertebrates, this is not the case in invertebrates. Medical and pharmacological applications based on human caffeine metabolism are widely available. For example, the measure of caffeine metabolites in urine provides an accurate assessment of an individual’s ability to metabolize drugs [43]. This measure is often based on the activity of CYP1A2, one of the main human enzymes involved in caffeine metabolism. In cases of combined ingestion of caffeine with pharmaceutical compounds, the measurement of CYP1A2 activity allows for precise adjustment of the optimal drug amount required for each person [44,45].

Despite the multiple effects induced by caffeine in insects (genome defect, growth, metamorphosis, sleep, pesticide adaptation, gene regulation), CYP-related metabolism of caffeine was previously unknown in invertebrates. We detected (on TLC) theobromine, paraxanthine and theophylline, three Drosophila caffeine-derived metabolites that are also present in mammals. This indicates that the substances resulting from caffeine metabolism have been partially conserved across evolution. We were not able to relate the 1, 3, 7-trimethyluric acid (TMUA) standard to any of the five unknown metabolites detected. Alternatively, the absence of 1, 3, 7- TMUA in flies can also be due to a slight change of the migratory properties (on TLC) of some caffeine metabolites induced by radiolabelling [46]. This “human *vs* Drosophila” variation for caffeine metabolites is not surprising, given the known inter-mammal differences. The origin of species-specific differences may be related to the main oxidation pathways that diverges between human (3-N demethylation), monkeys (7-N demethylation) and rat, mouse and rabbit (C-8 hydroxylation; [26]). Our data suggest that 1-N demethylation is the main Drosophila pathway leading to the production of 42% theobromine, whereas the secondary “3-N and 7-N demethylation” pathways lead to 20% paraxanthine and 4% theophylline, respectively.

Our pharmacological and genetic manipulation of Drosophila caffeine metabolism strongly supports the involvement of CYPs in this process. First, caffeine metabolism was drastically reduced in flies treated with metyrapone, a potent pharmacological inhibitor of CYP activity known to affect insect CYP in relation to hormone synthesis [47] and pheromone catabolism [35,48].

Second, genetic down-regulation of the expression of three CYP candidates revealed (i) CYP-specific effect on metabolism and (ii) CYP-CYP interactive regulation.

More precisely, genetic silencing of *CYP6d5* pinpoints its key-role in the synthesis of theobromine, but not in the two other identified metabolites. In contrast, *CYP6a8* or *CYP12d1* silencing induced a reciprocal effect on the level of theobromine that increased along with other metabolites. This indicates that *CYP6d5* and the two latter enzymes act in distinct steps of the caffeine metabolic pathway. Based on these results, we propose a hypothetical caffeine metabolism pathway in Drosophila (Fig. 4). Currently, we do not know whether another CYP acts with *CYP6d5*, as in humans with CYP1A2 [25]. Our genetic manipulation of the three CYPs indicates a possible regulatory interaction between these genes. If the manipulation of either *CYP6d5* or *CYP6a8* did not affect the expression of the two other tested enzymes, that of *CYP12d1* induced a 4-fold transcriptional increase in of *CYP6a8*, suggesting a potential mechanism of transcriptional compensation between these two CYPs (and possibly with other CYPs not studied here). The non-optimal efficiency of ds*CYP12d1* and the transcriptional compensation between *CYP12d1* and *CYP6a8* do not allow us to conclude that *CYP12d1* is directly implicated in the metabolic transformation of caffeine into M2 metabolite.

**Fig 4:**
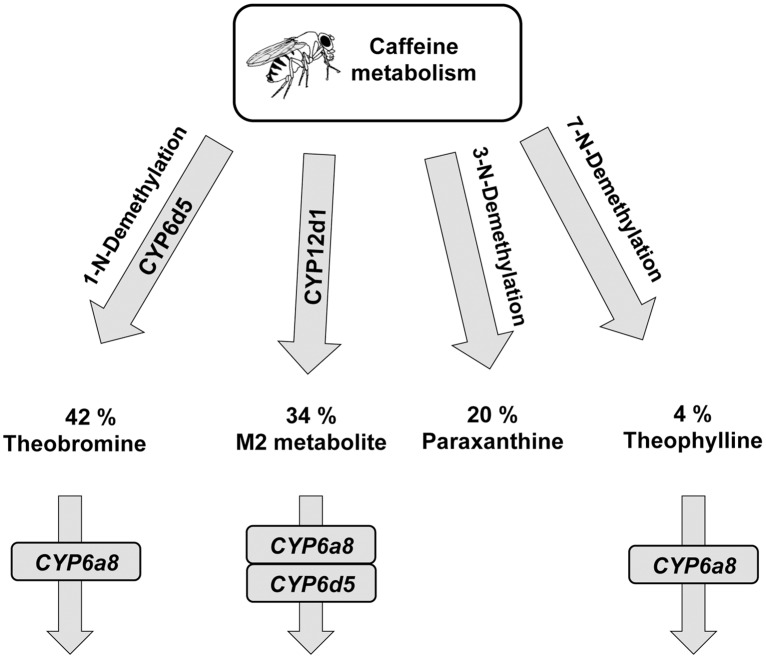
Hypothetic model for *CYP6d5*, *CYP6a8* and *CYP12d1* involvement in caffeine metabolism pathway in *Drosophila melanogaster*. In male adult fly bodies, caffeine is degraded into 4 major metabolites: theobromine, M2, paraxanthine and theophylline. *CYP6d5* and *CYP12d1* seem to metabolize caffeine in theobromine and M2 metabolite, respectively. The metabolism of theobromine and theophylline into unknown secondary metabolites may be controlled by *CYP6a8* whereas the M2 degradation could involve cooperation between *CYP6a8* and *CYP6d5*.

The regulation of genes expression by xenobiotic treatments or exposure is a universal feature of animals. Toxicity can result from genetic deregulation, either induced by the down-regulation of detoxification enzymes and/or by the up-regulation of enzymes involved in the bioactivation of xenobiotic compounds. 

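Over the 5 detoxification families, 17 of the genes tested were higher and 33 lower after caffeine, against 366 and 1012 over all genes. The genes called that are outside the paper's tables were 5, named here after their values were seen. They were *shd*, *Mgstl*, a microsomal glutathione transferase (2.10-fold lower, adjusted p = 0.00018 from limma), *Ugt35E2* (3.17-fold lower), *Ugt307A1* (3.49-fold lower) and *Jhe*, the juvenile hormone esterase. *Jhe* was 4.95-fold lower in the fit and not well above background on any caffeine array, so the size of its fall is uncertain. *Ugt35E2* was well above background on 2 of 3 control and 2 of 3 caffeine arrays, and *Ugt307A1* on 2 and 1; the call of *Ugt307A1* was lost with the slide as a block (log2 fold change -1.07). With normexp the calls of *Jhe* (-0.60), *Ugt35E2* (-0.46) and *Ugt307A1* (-0.25) were lost. Among 14 genes of purine breakdown, 2 were higher, 1 was lower and 11 did not pass the test, with the same counts when adjusted over the list alone. *Adgf-D*, an adenosine deaminase-related growth factor, rose 2.69-fold, and its relative *Adgf-A* fell 2.60-fold. *AOX4*, an aldehyde oxidase, rose 2.05-fold, was well above background on 1 control array, and lost its call with, among others, median scaling (log2 fold change 0.99), normexp (0.35) and the slide as a block (0.86). *ry*, which encodes xanthine dehydrogenase, had a log2 fold change of 0.17 (SE 0.05, adjusted p = 0.0256 from limma) and was not called. Camera gave the purine breakdown list an adjusted p of 0.673 with an estimated correlation and 0.273 with a preset one.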

Our transcriptomic screen allowed us to detect a large set of proteins potentially involved in caffeine catabolism. This includes phase I enzymes (CYPs), which often exhibited the highest response to the treatment, as well as phase II (GST and UGT) and phase III (ABC transporter) proteins. 

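The CYPs held the largest changes of the 5 families. Changes over 4-fold were found in 7 of 78 CYPs, 2 of 37 GSTs and 2 of 15 carboxylesterases, and in none of 30 UGTs and 49 ABC transporters. By share the carboxylesterases were therefore not below the CYPs. The 7 CYPs include *CYP12d1-p* and *CYP12d1-d*, whose probes match transcripts of both genes. The genes with the largest change were *CYP12d1-p* in the CYPs, *GstD11* in the GSTs, *Ugt307A1* in the UGTs, *CG8908* in the ABC transporters and *Jhe* in the carboxylesterases. The folds of *Jhe* and *Ugt307A1* are uncertain, and neither gene was called under normexp. *Ugt307A1* also lost its call with the slide as a block, and *Ugt37b1* fell nearly as far (3.47-fold against 3.49-fold). The share of genes called was similar in CYPs (28.2%), GSTs (29.7%), UGTs (26.7%) and carboxylesterases (26.7%), and 10.2% in ABC transporters. Over all genes, 1378 of 12136 were called. Differences between these shares were not tested. The median absolute log2 fold change was 0.55 in CYPs, at percentile 98.8 among 10000 random lists of the same size and signal. It was 0.53 in GSTs (percentile 90.6), 0.52 in UGTs (77.1), 0.51 in ABC transporters (84.8) and 0.28 in carboxylesterases (10.0). These percentiles describe the arrays and do not test one family against another. With quantile normalization that of the CYPs was 95.7.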

Because these proteins control xenobiotic detoxification, regulatory mechanisms may strongly enhance the kinetics of xenobiotic catabolism. Moreover, Drosophila xenobiotic response can be regulated by CncC (Cap n’ collar isoform C), a transcription factor ortholog to Nrf2 (NF-E2-related factor 2), which is activated by coffee [49] in humans [34]. 

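The 9 genes *CYP12d1-p*, *CYP12d1-d*, *CYP6a8*, *CYP6d5*, *CYP4p1*, *CYP28a5*, *CYP12a5*, *CYP6a20* and *CYP6w1* rose together, and each was called. Among those with smaller changes, the log2 fold change was 1.55 for *CYP4p1* (SE 0.08), 1.28 for *CYP28a5* (SE 0.10), 1.26 for *CYP12a5* (SE 0.13) and 1.19 for *CYP6a20* (SE 0.12). The set was chosen by the study from these samples, so its count is not independent evidence of a direction. Under the slide block and on slide 2 alone, *CYP6a20* was under the 2-fold threshold. With its 2 probes averaged *CYP4p1* stayed past 2-fold (log2 fold change 1.27) but was no longer called (adjusted p = 0.299 from limma). Outside this set, *CYP6a9* had a log2 fold change of 1.24 (SE 0.14).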

Nine of the eleven CYP genes induced by caffeine in our study (*CYP12d1-p* and -*d*, *CYP6a8*, *CYP6d5*, *CYP4p1*, *CYP28a5*, *CYP12a5*, *CYP 6a20*, *CYP6w1*) were also up-regulated in transgenic flies over-expressing CncC [34]. Similarly, *CYP6a18*, *CYP313a1* and *CYP4d21* were down-regulated in CncC transgenic caffeine-fed flies. Furthermore, caffeine-induced effects depend on one binding site of CncC located in the promoter region of *CYP6a8* [34]. This strongly suggests that CncC could be a major player in the coordinated response to caffeine.

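*CYP6a18* (log2 fold change -1.28, SE 0.11), *CYP313a1* (-2.08, SE 0.15) and *CYP4d21* fell, so that 12 of the 12 genes of the paper's CncC-linked set were called in the direction it gives, a set chosen on these samples. The transcript of *cnc* had a log2 fold change of 0.026 (SE 0.057, adjusted p = 0.699 from limma; -0.019 with median scaling) at its brighter probe and 0.78 at its other probe, so the probes disagree, and the arrays do not measure the activity of the protein. Of 20 antioxidant and CncC pathway genes, a list fixed beforehand, 1 was higher, 2 were lower and 17 did not pass the test, with the same counts when adjusted over the list alone. *Keap1*, which encodes the inhibitor of CncC, rose (log2 fold change 1.32, SE 0.11, adjusted p = 0.000192 from limma). *Zw* and *Pgd*, which encode the NADPH-forming dehydrogenases of the pentose phosphate pathway, fell 2.33-fold and 2.13-fold; *Pgd* was under the threshold with quantile normalization (log2 fold change -0.90). *Gclc*, the catalytic subunit of glutathione synthesis, had a log2 fold change of 0.75 (SE 0.07). The median of the list was -0.18 (SD over genes 0.72; -0.00039 with quantile normalization), and camera gave an adjusted p of 0.657 with an estimated correlation and 0.273 with a preset one. Camera's adjusted p was 0.762 with the slide as a block and 0.739 on slide 2 alone. From the overlap of caffeine-responsive CYPs with those of flies over-expressing CncC, and from a CncC binding site in the *CYP6a8* promoter, the paper proposes that CncC could be a major player in the coordinated response to caffeine.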

In addition to the fundamental relevance of our study, the response of CYPs to environmental stress may also represent a reliable marker with regard to the acquisition of resistance in insects repeatedly exposed to xenobiotics or to toxic compounds. One way to assess insect adaptation (and resistance) to caffeine and to other environmentally stressful molecules may be provided by the measure of theobromine amount (or other metabolites) after exposure to these toxic substances. Additionally, as previously successfully demonstrated with other CYPs, *CYP6d5* RNAi silencing could be used to screen for xenobiotic resistance [31]. Furthermore, given that CYPs are also involved in drug metabolism of vertebrates, the measurement of theobromine in Drosophila could offer a suitable tool for therapeutic drug discovery [50] and provide a simple but robust marker of CYP6D5 activity. For example, *CYP6d5* expression is up-regulated by the drug phenobarbital (barbituric compound), but the involvement of this enzyme in drug metabolism is not completely understood [51,52]. In parallel to drug response, CYP activity could explain the variation in response of Drosophila between mutants or natural populations, hence the potential adaptive response of their metabolism after caffeine exposure.

We have not studied the potential effect of metabolites—in particular of theobromine—in Drosophila because this metabolite was shown to induce a weaker effect than caffeine on mortality, female fecundity, and male mating preference [54]. Similar to humans, caffeine and theobromine were shown to differentially affect mood, psychomotor performance and blood pressure [53].

In summary, using Drosophila, we (i) discovered several products derived from caffeine metabolism, (ii) partly unrevealed the potential genetic network underlying this process, (iii) showed similarities between insects and mammals and (iv) demonstrated a high specificity of CYP6D5 with regard to caffeine degradation. With the current possibility to link the metabolic transformation of a natural compound with the transcriptomic identity of each animal, our study provides a useful base to design accurate bioassays for the evaluation of metabolic ability among individuals or between populations.

How the deposited data were processed for this re-analysis (not part of the article)

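RNA from male bodies (thorax and abdomen) of the W1118 strain was measured after 12 hours on food with 18 mM caffeine (3 samples) or on control food (3 samples), with 10 flies per sample. The labels state that each sample was a separate experiment with different flies. No files for the qPCR, chromatography, metyrapone or RNAi experiments were used here.

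The authors deposited 1 scanner file per array, with the intensity of each spot on a linear scale as written by Agilent Feature Extraction 10.1 (10.1.1.1 in the file header), after that program's own spatial detrending. No scaling between arrays had been applied to these intensities. The authors also deposited a table of their comparison of control and caffeine, with 13108 probes, a signed fold with control over caffeine, a p-value and a corrected p-value for each. The largest corrected p-value in it is 0.04996, so it holds only probes that pass their test. On part of its probes these p-values were checked to be those of an unpaired equal-variance test on the table's log2 values, which are the authors' log2 signals less 1 constant per array and less the median of each probe. The software and the kind of correction are not given in the sources used here. In this table 6 per-sample columns, which hold spot flags, were not used here.

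From the scanner files, the log2 of the processed signal was taken minus the 75th percentile of each array, control spots and spots marked as outliers were left out, and spots of one probe were averaged. A probe was tested if it was well above background on at least 3 of the 6 arrays, which held for 23766 of 32162 probes, and a gene was represented by its tested probe with the highest mean signal. Of the 12136 genes tested, 4345 had several tested probes, and in 171 genes these differed by over 1 in log2 fold change. Probes were named through the RefSeq accession on the array's annotation (17210 probes), a gene symbol (2120) or a unique synonym (1165) in the reference table. Accessions of several genes were carried by 121 probes, 505 kept the name of the array design, and 11041 are transcripts without a gene name, which were not tested as genes. Probe coordinates are those of the files, on release 5 of the genome (dm3).

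Genes were tested with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with Benjamini-Hochberg adjustment over all genes tested, and called at an adjusted p under 0.05 and a change of at least 2-fold. The fold is 2 to the power of the difference of the log2 means. The same test on simulated data, with 200 of 12131 genes changed and the spread of the real samples, called 96% of the 2.5-fold, 96% of the 3-fold, 96% of the 4-fold and 98% of the 8-fold changes and 4 unchanged genes. Gene lists (39 with at least 3 tested members) were compared with all other genes by camera with an estimated correlation between genes. A preset correlation of 0.01 and fry, which does not compare a list with other genes, were alternatives. For many lists the estimated correlation was far above the preset one, for instance 0.54 for digestive serine proteases, and for some it was below. Where it was above, the p-value with the preset correlation rests on a lower correlation than the arrays gave. Among 51 simulated lists of 30 independent genes, camera found the shifted list (adjusted p = 0.00126) and none of the others. No gene outside the shifted list changed in that simulation, and its genes were not correlated. It therefore does not show what camera can find on these arrays, where many genes changed and members of a list were correlated. The size of a family's response was described by the percentile of its median absolute log2 fold change among 10000 random lists matched on signal. The tests, the lists and the alternatives were fixed before the data were examined, except those named as added later. The later ones were the test on slide 2 alone, the slide as a block for lists, transcripts without a gene name counted as genes, the split of the proteasome genes by a T or R suffix, the tests of explanations in the closing section other than the counts over splits of the samples, and the lists of midgut genes and of purine synthesis, both of which were written after the values of several of their members had been seen.

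The genes named are those of Tables 1 and 2 and of the paper's text that are on the array, whose values in the paper's tables had been seen, the 15 largest rises and 15 largest falls among called genes well above background on all arrays with groups that do not overlap, and up to 4 called members of each list with the largest change. Genes named in addition to these are marked where they appear, or belong to a list described as a whole. List members were matched to current symbols and synonyms. *phm* was matched to the gene phantom, and *nos* (nanos) was left unmatched because its symbol differs from *Nos* only by case. *Gr93a* and *Vha100-4* were not tested, because no probe of theirs passed the filter. Genes not well above background on any array of a group have only a bound for their fold or, where the bound equals the fitted fold, an uncertain fold.

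No spot was marked as saturated by the scanner software, and 57 to 131 spots per array were marked as outliers. Over all genes the correlation between arrays was 0.989 to 0.994 within a group and 0.951 to 0.965 between groups, and the first principal component, which separates the groups, held 79.1% of the variance. The median log2 fold change of all genes was 0.072 (0.027 with median scaling and 0.080 with quantile normalization). Slide and scan coincided, with control replicates 1 and 2 on slide 1 and the other arrays on slide 2, so that a fit with the slide as a block estimates the change from control replicate 3 alone. Alternatives were median scaling, quantile normalization, normexp background correction (offset 50), 2 other filters on dim probes, outlier spots kept, the mean of a gene's probes, the methods' t-test, limma with trend and robust settings, array weights, no fold threshold, unadjusted p-values, the replicate number and the slide as blocks, each array left out, and the authors' deposited p-values over the genes kept here. Figures were drawn with matplotlib 3.10.9.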

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

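All tests of explanations in this part, apart from the counts over other splits of the samples, were chosen after the patterns had been seen.

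Some genes outside those the paper discusses had changes as large as its leading CYPs. Of the 15 largest rises among called genes well above background on all arrays with groups that do not overlap, 12 are not in its tables. The log2 fold changes were 4.69 for *CG12826*, 4.39 for *CG6870*, 3.40 for *CG13748*, 3.29 for *tld*, a metalloprotease of the tolloid family, 3.18 for *Tdh*, annotated as a threonine dehydrogenase, 3.11 for *BaraB* of the Baramicin family, 3.01 for *CG10383*, 2.85 for *CG5953*, 2.79 for *CG8343*, 2.66 for *Gart*, 2.64 for *CG34217* and 2.59 for *CG9360*. The adjusted p from limma was at most 0.000222 for these. All 3 caffeine samples lay above all 3 controls, as the choice of these genes required.

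Most digestive serine proteases fell. Of 27 tested 23 were lower and none was higher, with a median log2 fold change of -2.24, and *Jon25Bii* (-4.84) and *Jon25Bi* (-4.61) were among the largest falls of all genes. Camera called the list lower with the preset correlation of 0.01 (adjusted p = 1.3e-09). It did not with the estimated one, which was far higher at 0.54 (adjusted p = 0.576). A difference between the slides as the whole cause is excluded by the median of -2.05 within slide 2, which holds 1 control. The 11 midgut genes that are no digestive enzymes had a median of -0.43 (SD 0.59), which argues against an even loss of gut tissue as the whole cause. That list was written after values of several members had been seen. Of its genes 10 lay below 0, *Npc1b* fell by 2.07, and *esg*, *nub*, *Tk* and *Myo31DF* also act outside the gut. The values therefore cannot exclude a loss limited to part of the gut. A fasting-like state, for instance if flies ate less of the caffeine food, cannot be told apart from other effects of caffeine: the starvation and FoxO list had a median of 0.36 (SD 1.02), with *InR*, *Thor* and *chico* higher and *AkhR*, *Lip4* and *tobi* lower, and food intake was not part of these data.

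Some genes of de novo purine synthesis rose. Of 10 tested 4 were called higher and none lower: *Gart* (log2 fold change 2.66), *Pfas* (2.32), *CG11089* (1.73) and *Adsl* (1.26), while the other 6 lay between -0.27 (*Prat*) and 0.58 (*Adss*), and the probes of *Gart* differed (1.26 and 2.66). Within slide 2, which holds 1 control, the smallest log2 fold change of the 4 was 1.44 (*Adsl*). The 4 were picked by their call on arrays that include these, so this is no independent test of a slide difference. A change in the share of a tissue and a response to caffeine both stay open and were not tested.

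Proteasome genes split in 2. All 31 subunits without a T or R suffix lay below 0 (median -0.69, 6 called lower; proteasome list adjusted p = 0.000512 with a preset and 0.576 with an estimated correlation), and all 12 copies with such a suffix, many of them known from testis, lay above 0 (median 0.62, none called). On slide 2 alone, with its 1 control sample, the medians were -0.67 and 0.64, so a difference between the slides does not account for the whole of either. A larger share of testis RNA after caffeine would raise the copies, and their median of 0.62 lies within 1 SD of that of the testis list (0.42, SD 0.21, all 30 genes above 0). Among the other tissue lists, neurons (0.49, 10 of 14 genes above 0) and female tissue (0.46, 10 of 12, in male samples) had medians of this size. Both were less even than the testis list, and the neuron medians of the caffeine arrays were 0.21, -0.06 and 0.53. The medians of fat body (-0.83), Malpighian tubule (-0.44) and seminal fluid proteins (-1.04) were lower. A median of this size is thus not particular to testis, and the comparison cannot decide the cause. For the other subunits a change in the share of a tissue was not tested and stays open.

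With 3 samples against 3 there are 10 splits, too few for a share under 0.05. The real split gave 1378 called genes, 22 called CYPs and 28 called genes in the other 4 families, and no other split gave any (highest 0 in each), so that 1 of the 10 splits reached each real count. For gene lists with a shift all 10 splits, the real one included, gave 0.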

How the results depend on the processing

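The test on slide 2 alone, unnamed transcripts as genes, and the slide as a block for lists were chosen after seeing the data. Of 148 named genes tested 144 were called, and 112 of these under every alternative that tested them; calls of all genes that were made again ranged from 1029 of 1378 (normexp) to 1378. With normexp 210 genes were higher, UGTs higher 0 and ABC transporters lower 2. With no fold threshold, 4570 genes were higher and 3820 lower, CYPs 30 and 29, GSTs 10 and 17, UGTs 2 and 17, ABC transporters 12 and 24, and carboxylesterases higher 3. Unnamed transcripts as genes gave 614 higher. UGTs higher were 0 with the well above background filter on all arrays, with the slide as a block and on slide 2 alone, and 0 to 1 when 1 array was left out (0 without control replicate 1 or any caffeine array). ABC transporters higher were 2 with the slide as a block and on slide 2 alone, and 1 to 2 when 1 array was left out (2 without control replicate 1 or caffeine replicate 1). With quantile normalization the percentile of the CYPs was 95.7, against 98.8 as reported and 99.4 with median scaling and with normexp. Shifted gene lists were 0 with camera and an estimated correlation (1 at an unadjusted p under 0.05), 11 with a preset one, 33 with fry and 37 with fry in either direction. Signs reversed for list medians of ribosomal proteins (quantile, 0.049), muscle (-0.12 with the slide as a block and on slide 2 alone) and cuticle proteins (-0.084 in both, and -0.068 to 0.20 when 1 array was left out). Across the fits with 1 array left out they also reversed for antimicrobial peptides (-0.032, without caffeine replicate 1, to 0.32) and photoreceptor genes (-1.48 to 0.94). Among genes they reversed for *cnc* (median scaling -0.019, normexp -0.046, and -0.0047, without caffeine replicate 2, to 0.051), *RpL32* (quantile, 0.020) and *PGRP-LB* (-1.02 to 2.45, negative without any 1 caffeine array, where its other probe was the brightest tested). Where no construction is named the cause was not tested. Replicate numbers do not pair the samples, as same-numbered deviations correlated at -0.096, -0.256 and 0.145 and not every sample correlated best with its own number; with the replicate block 367 genes were higher and 1013 lower, and 1375 of the 1378 were called again. Signal over background of 15.6 to 23.2 limits what dim genes can show.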

Differences from the paper's values

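The paper gives a fold of -2.74 for *Alpha-Est7* (Table 2), and the value here is -2.40 (SD 0.246). The paper's value is that of another probe of the gene, whose log2 fold change here was -1.47, against -1.26 for the probe used. The value lay within the error of the paper's under 2 of the alternatives set before the data were examined, the mean of the gene's probes (-2.58) and the fit without control replicate 1 (-2.40, SD 0.347), and not under the others. *CG6475*, not well above background on any control array, has only a bound here (at least 1.33-fold higher), which cannot be set against the paper's fold. The other table genes did not differ from the paper's folds by more than the error, and all 46 were called in the paper's direction.

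The folds in the authors' deposited table lie within 0.01 of the paper's for all 46 genes. The paper's P values are the corrected p of that table for 33 genes, among them all 21 of Table 1, and its uncorrected p for 13, of which 6 are GSTs and 7 are listed as UGTs. For 13 genes the authors' deposited table has several probes, and in each case the paper gives the one with the largest fold. In 6 genes this is another probe than the one used here.

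The paper counts *CG6850* among the UDP-glycosyltransferases. The reference names it *Uggt*, and here it is lower as in the paper but not counted in that family. The paper states that several genes from all major classes of detoxification enzymes were among the most induced. It points to its tables, which use a 2-fold cutoff and list falls too, and where the esterases are all lower. The 100 largest rises are a cutoff set here, so the comparison is not on the same terms. Of these 100, 0 are UGTs and 0 are carboxylesterases, while CYPs, GSTs and an ABC transporter are present. Outside the 100, 1 UGT, *CG6475*, was called higher.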

Other observations

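The test of the hypothesis on CncC in this part and the choice of the genes of the added lists came after the data had been seen.

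Several genes of lipid metabolism were lower after caffeine. Of 13 genes of fatty acid synthesis 8 were lower and none was higher (8 when adjusted over the list alone, median log2 fold change -1.07), led by *FASN1*, the fatty acid synthase (3.82-fold), *eloF*, an elongase (3.48-fold), and *ATPCL*, ATP citrate lyase (2.68-fold). Of 14 genes of beta-oxidation 5 were lower and none was higher (5 when adjusted over the list alone, median -0.59), among them *scu* (2.82-fold) and *Mtpalpha*, the trifunctional protein alpha subunit (2.29-fold). Camera called both lower with a preset correlation (adjusted p = 0.00287 and 0.000166) and not with an estimated one (adjusted p = 0.576 for each). Of 12 fat body genes 6 were lower and 1 was higher (median -0.83), with *Lsp2*, a storage protein, 17.1-fold lower and *fit* 16.3-fold lower, whereas *Lsp1gamma* was 4.28-fold higher and lost its call with the slide as a block (log2 fold change 1.19) and without control replicate 1 (1.82), control replicate 2 (1.93) or caffeine replicate 1 (1.89). On slide 2 alone the medians were -1.12, -0.58 and -0.82.

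Several genes of seminal fluid proteins were lower too. Of 26 genes of seminal fluid proteins, among them *Est-6*, 14 were lower and none was higher (14 when adjusted over the list alone). Their median log2 fold change was -1.04 (-1.16 on slide 2 alone). Camera gave an adjusted p of 2.0e-07 with the preset correlation and 0.576 with the estimated one, which was 0.50 for this list. *Acp76A* was 6.82-fold and *Acp24A4* 6.14-fold lower. Of 30 testis genes none was called, though 27 were higher without a fold threshold (median 0.42; adjusted p = 1.4e-05 with a preset and 0.588 with an estimated correlation). Of 5 bitter and caffeine gustatory receptors tested, *Gr33a* was called higher (2.16-fold). It was under the threshold with the slide as a block (0.86 on the log2 scale) and with normexp (0.74). *Gr66a* was not called, with a log2 fold change of 0.95 (adjusted p = 0.0256 from limma), and was well above background on 2 of 3 control arrays. It was called without control replicate 1 (1.16), control replicate 2 (1.09) or caffeine replicate 2 (1.05), and reached 1.64 on slide 2 alone and with the slide as a block.

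In other lists fixed beforehand, the higher and lower calls were 2 and 6 of 14 for starch and sugar digestion, with *Amyrel* 8.47-fold lower and *Mal-B1* 3.81-fold higher, 0 and 2 of 13 for glycolysis, 0 and 3 of 14 for the Malpighian tubule, 0 and 11 of 40 for odorant binding proteins, 2 and 8 of 44 for cuticle proteins (median 0.12 but mean -0.10), 0 and 2 of 9 for the circadian clock, 1 and 4 of 16 for the unfolded protein response, and 0 and 2 of 4 for Turandot peptides. They were 4 and 0 of 17 for heat shock, and each of these calls (*Hsp70Ba*, *Hsp70Bc*, *Hsp70Bbb* and *Hsp68*) was lost with the slide as a block, where the log2 fold changes were 0.95, 0.63, 0.53 and 0.76. They were 5 and 4 of 29 for antimicrobial peptides and recognition (3 and 4 when adjusted over the list alone), where camera and fry gave opposite signs and the probes of *PGRP-LB* disagreed (log2 fold changes -0.92 and 2.28). They were 3 and 3 of 14 for starvation and FoxO targets, 2 and 0 of 20 for ecdysone and juvenile hormone response, with *Jheh1*, a juvenile hormone epoxide hydrolase, 3.23-fold higher, 1 and 0 of 12 for DNA damage and apoptosis (*Gadd45*, 3.26-fold), 0 and 1 of 15 for caffeine targets with cAMP and calcium signalling, 1 and 0 of 92 for ribosomal proteins, 1 and 0 of 20 for ribosome biogenesis, 1 and 0 of 14 for neurons, and 0 and 0 for muscle (21), photoreceptors (19) and female tissue (12). Calls of *TotA* (log2 fold change -0.72), *tim* (-0.91), *CrebA* (-0.97) and *cac* (0.94), the neuron gene, were also lost with the slide as a block. Without control replicate 1 *Hsp68* (0.94), *Hsp70Bc* (0.77), *Hsp70Bbb* (0.75) and *cac* (0.98) were lost, and without control replicate 2 *TotA* (-0.96), *CrebA* (-0.999) and *Hsp70Bbb* (1.35). Leaving out caffeine replicate 1 ended the call of *RpL7-like* (0.99), the gene called in the ribosomal protein list, whose members were matched by name. *TotA* (-0.99) was lost without caffeine replicate 2 and *cac* (0.92) without caffeine replicate 3. Without any 1 caffeine array *Hsp70Bc* (1.20 to 1.31) and *Hsp70Bbb* (1.07 to 1.33) were lost. *Gapdh2* of glycolysis was under the threshold with quantile normalization (-0.87). Of these, camera with an estimated correlation called none, and with a preset one 4 were called. Toward lower values these were ribosomal proteins (median -0.20, and 0.049 with quantile normalization; adjusted p = 0.000366, and 0.657 with an estimated correlation), Malpighian tubule (median -0.44; adjusted p = 0.00534 and 0.576) and starch and sugar digestion (median -0.77; adjusted p = 0.032 and 0.631), and toward higher values ribosome biogenesis (median 0.31; adjusted p = 0.0239 and 0.673). Of the tissue lists, that of seminal fluid proteins shares *Est-6* and *Obp56g* with other lists, the fat body list *to* and the Malpighian tubule list *Uro*.

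Among the largest falls were *CG2663* (29.6-fold), *CG13325* (21.6-fold), *CG5928* (18.7-fold), *CG3984* (18.5-fold), *ninaD*, a scavenger receptor of carotenoid uptake (18.3-fold), *Diedel3* (17.8-fold), *CG6912* (14.9-fold), *CG31233* (14.6-fold), *Elo68alpha*, an elongase (14.3-fold), and *CG30280* (14.0-fold).

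If CncC was activated, its targets outside the CYPs are predicted to rise. The hypothesis was tested on the antioxidant and CncC pathway list. That list holds *cnc* and *Keap1* themselves, general antioxidant genes and no GST, so it is not a list of CncC targets. Its median log2 fold change was -0.18 (SD 0.72, and -0.00039 with quantile normalization) with members going both ways, so that it decides nothing. These values cover 1 time point of exposure in whole bodies.

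Of the reference genes of the paper's qPCR, rp-49 (*RpL32*) had a log2 fold change of -0.26 on the arrays (0.020 with quantile normalization). The other is named only as tubulin, and *alphaTub84B*, taken here for it, had -0.38.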
